# Generation and gene expression profiling of 48 transcription-factor-inducible mouse embryonic stem cell lines

**DOI:** 10.1038/srep25667

**Published:** 2016-05-06

**Authors:** Kohei Yamamizu, Alexei A. Sharov, Yulan Piao, Misa Amano, Hong Yu, Akira Nishiyama, Dawood B. Dudekula, David Schlessinger, Minoru S. H. Ko

## Abstract

Mouse embryonic stem cells (ESCs) can differentiate into a wide range – and possibly all cell types *in vitro*, and thus provide an ideal platform to study systematically the action of transcription factors (TFs) in cell differentiation. Previously, we have generated and analyzed 137 TF-inducible mouse ESC lines. As an extension of this “NIA Mouse ESC Bank,” we generated and characterized 48 additional mouse ESC lines, in which single TFs in each line could be induced in a doxycycline-controllable manner. Together, with the previous ESC lines, the bank now comprises 185 TF-manipulable ESC lines (>10% of all mouse TFs). Global gene expression (transcriptome) profiling revealed that the induction of individual TFs in mouse ESCs for 48 hours shifts their transcriptomes toward specific differentiation fates (e.g., neural lineages by *Myt1 Isl1*, and *St18*; mesodermal lineages by *Pitx1*, *Pitx2*, *Barhl2*, and *Lmx1*a; white blood cells by *Myb*, *Etv2*, and *Tbx6*, and ovary by *Pitx1*, *Pitx2*, and *Dmrtc2*). These data also provide and lists of inferred target genes of each TF and possible functions of these TFs. The results demonstrate the utility of mouse ESC lines and their transcriptome data for understanding the mechanism of cell differentiation and the function of TFs.

Pluripotent stem cells, such as embryonic stem cells (ESCs) are able to differentiate into many different cell types *in vitro*^1^. Because the ESCs are also immortal and can maintain their pluripotency, they can be inexhaustible research tools for investigating cell differentiation processes. Previously, we had established a “NIA Mouse ESC Bank” of 137 ESC lines, each of which carries a transcription factor (TF) that can be induced in a doxycycline-controllable manner^2^,^3^. We also carried out global gene expression profiling of these ESC lines 48 hours after the induction of TFs and demonstrated that these transcriptome data indicate the direction of cell differentiation^2^,^3^. In particular, we have validated the cell differentiation into neural lineages, skeletal muscles, hepatocytes, and blood cells^4^.

To increase the number of manipulated TFs and the coverage of cell types, we have generated ESC lines with 48 new transgenic TFs. With a total of 185 TFs, the “NIA Mouse ESC Bank” covers about 10% of all TFs encoded in the mouse genome^5^. We have measured the global gene expression profiles of these new ESC lines 48 hours after overexpressing each TF and compared the changes to tissue-specific gene expression profiles and functionally annotated gene sets.

## Results

### Generation of TF-inducible mouse ESC lines

To generate TF-inducible ESC lines, we used the procedure reported previously^2^,^3^. The exogenous copy (transgene) of a TF integrated into the ubiquitously expressing Rosa26 locus^2^,^6^ is repressed by doxycycline (Dox), which is added to the culture medium., TF can then be activated by Dox removal (Fig. 1a). A Venus reporter included into the expression vector was used to visualize cells with the transgene induced (Fig. 1a,b). All tested clones showed at least 70% Venus-positive cells after the removal of Dox (Fig. 1b). The majority of the forty-eight new manipulated genes were TFs selected from a set of high-priority genes involved in important functions in mouse ES cells and their differentiation^7^.

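Expression was profiled here in 17 of the inducible mouse embryonic stem cell (ESC) lines, with Stra8, Myb, Trp53, Trim28, Dmrtc2, Hoxd1, Pax3, Cphx1, Esrrg, Sry, Lhx1, Foxh1, Prdm1, Snai3, Zfp281, Cdkn1a or Plac1 as the induced gene. The transgene is off while doxycycline (Dox) is in the medium and is switched on by its removal. For each line, RNA from cells grown for 48 h without Dox was labelled with Cy3 and RNA from cells of the same line grown with Dox was labelled with Cy5, and both were hybridized to 1 Agilent mouse array. Each line had 2 arrays, given by the submitters as biological replicates, which makes 34 arrays on 13 slides. In the paper's methods, the cells of each line were divided among wells with and without Dox, so the 2 replicates may be wells of 1 culture. The dyes were not swapped on any array. The medium was changed 24 h after plating according to the paper and about 18 h after plating according to the sample labels.
The authors transformed the intensities to log10, subtracted the Dox+ value of the same array from the Dox- value and added the median Dox+ level. The deposited table holds 42006 numbered features per array, with array medians between 1.76 and 1.77 and a lowest value of 0.3. Its features are not paired with genes in the files, so all counts below are of features. Direction and centring were taken from the methods and could not be checked on scanner values. Since the table holds levels and no separate control column, the mean of each line was compared with the mean of the other 16 lines by limma with 1 coefficient per line. A feature was called changed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. An effect of Dox removal that all lines share cancels in this comparison, and a higher value means a higher Dox- to Dox+ ratio than in the other lines, which a lower Dox+ value can also give. The values are called levels below.
Both arrays of a line lay on the same slide, so the fitted spread leaves out differences between slides. It also leaves out differences between cultures if the 2 replicates were wells of 1 culture. The number of arrays limits the precision. Across features, which are not independent replicates, the median correlation of deviations from the mean of all lines was 0.175 for 17 pairs of arrays of the same line, 0.107 for 16 pairs of different lines on the same slide, and -0.0450 over all 544 pairs of different lines.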

To identify the effect of each TF on the transcriptome of ESCs, we used microarrays for gene expression profiling after 48 hours of culturing cells without Dox. Cells cultured in the presence of Dox were used as a control (Fig. 1c). The 48 hour time point was selected based on time-course experiments with multiple TFs^2^,^8^. This interval is sufficient to observe the change of expression in a large set of downstream genes, but short enough to observe a substantial enrichment of direct targets among responding genes. An example of a scatterplot with color-coded upregulated and downregulated genes after induction of *Dlx2* is shown in Fig. 1d. Principal Component Analysis indicated that the new set of tested TFs has, in general, weaker effects on the ESC transcriptome as compared to such TFs as *Gata2, Gata3, Cdx2, Nrip1, Dlx3, Ascl1, Gbx2*, and *Klf4* that were tested before (Fig. 1e).

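Among these 17 lines, the Myb line lay farthest from the others. Its root mean square log2 difference from the other lines over all features was 0.39, against 0.31 in the Esrrg and Stra8 lines, 0.30 in the Lhx1 and Plac1 lines and 0.22 in the Snai3 line, which had the smallest. This measure includes array noise. Over all features, these differences correlated between the 2 arrays at 0.470 in the Plac1 line, the highest of the 17 lines, and at 0.346 in the Myb line. In the Esrrg, Stra8 and Lhx1 lines the correlation was 0.154, 0.185 and 0.186. The measure therefore does not rank the Esrrg, Stra8, Lhx1 and Plac1 lines by their repeatable change. Myb encodes a regulator of blood cell progenitors, and its line held 12.2% of the sum of squared deviations of the line means, compared with 3.79% for Snai3, a zinc finger factor of the Snail family. The first and second principal components of the line means carried 14.5% and 11.5% of the variance. All 7 lines of slides 9 to 13 had values below 0 on both components, as did 1 of the 10 lines of slides 1 to 8. The earlier lines to which the paper compares its new set were not analysed here.

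**Figure D1:**
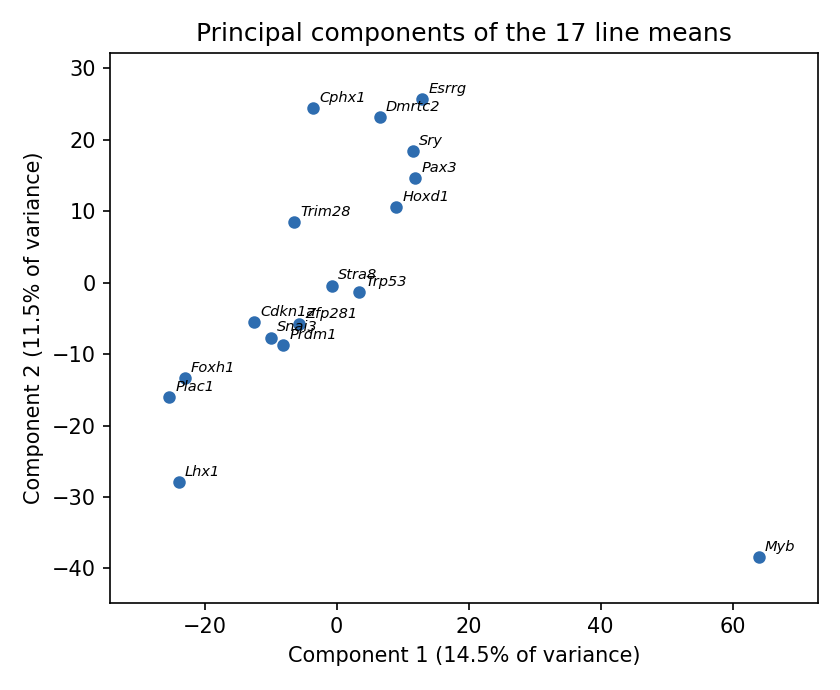
Principal components of the mean log2 profiles of the 17 lines, with component 1 on the horizontal and component 2 on the vertical axis and 1 point per line (mean of 2 arrays). The Myb line stands apart at 63.9 on component 1 and -38.4 on component 2.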

The downstream effect of different TFs on gene expression was highly non-uniform, consistent with our previous studies^2^,^3^. 

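The number of changed features ran from 3 in the Trim28 and Snai3 lines to 3221 in the Myb line. The Esrrg line, which induces an orphan nuclear receptor of the oestrogen-related family, had 859 changed features, and the line of Stra8, a gene of meiotic entry, had 813. The line of the LIM homeobox gene Lhx1 had 706. In the line of Sry, the testis-determining gene, 189 features changed. The median fold change of the changed features was 1.79 in the Esrrg line, 1.84 in the Stra8 line, 1.83 in the Lhx1 line and 1.79 in the Sry line. Of the 859, 813, 706 and 189 changed features, 629, 534, 543 and 135 differed by at least 1.5 fold in each of the 2 arrays. They were chosen from the same arrays, so this is not independent support. Over all features, differences from the other lines correlated between the 2 arrays at 0.154, 0.185, 0.186 and 0.258 in the Esrrg, Stra8, Lhx1 and Sry lines. The counts depended on single arrays: without replicate 1 the Esrrg, Stra8, Lhx1 and Sry lines had 363, 537, 270 and 68 changed features, and without replicate 2 the Esrrg and Sry lines had 2128 and 121. With a floored variance, the Esrrg, Stra8, Lhx1 and Sry lines had 288, 536, 130 and 31. Of these lines only Lhx1 shared its slide with another analysed line, Foxh1. Between the Lhx1 and Foxh1 lines 276 features differed, or 15 with a floored variance. In the Esrrg, Stra8 and Sry lines, an effect of the slide cannot be told apart from the induced gene.

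**Figure D2:**
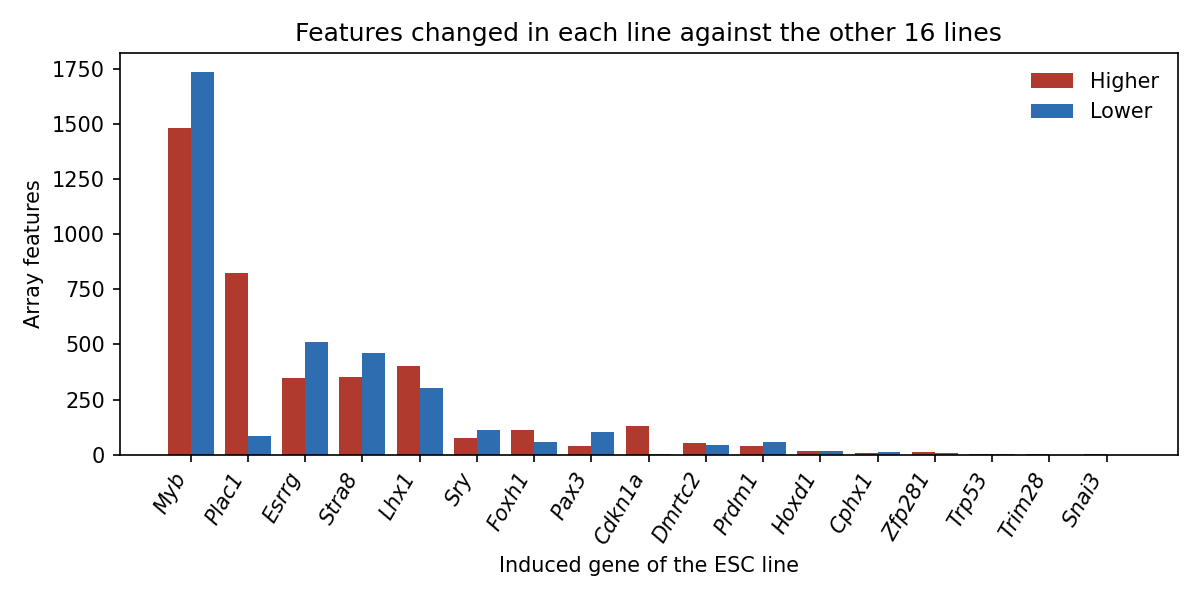
Number of array features higher or lower in each of the 17 lines than in the other 16 lines (limma, adjusted p at most 0.05 and at least 1.5 fold), with the induced gene on the horizontal axis and the number of features on the vertical axis. The Myb line has 1484 higher and 1737 lower features.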

Induction of 6 TFs (*Barhl2, Dlx2, Myt1, Fezf2, Myb,* and *Pitx1*) caused a substantial shift in the transcriptome: > 1,000 genes changed their expression (FDR ≤  0.05, fold change ≥ 1.5) (Fig. 1f). By contrast, 16 TFs had relatively minimal effects resulting in a change of expression in < 50 genes. 

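In the Myb line, 1484 features were higher and 1737 lower than in the other lines, together 7.67% of the array. The median fold change of these features was 1.82, and 1080 changed by at least 2 fold, 554 higher and 526 lower. Of the 3221 changed features, 3211 deviated in the same direction in both arrays and 2036 by at least 1.5 fold in each. They were chosen from the same 2 arrays, so this agreement is partly built in. Over all features, the differences from the other lines correlated at 0.346 between the 2 arrays. Feature 36552 rose most, with a log2 fold change of 4.50 (standard error 0.12, limma adjusted p = 1.3e-14), from a mean log10 level of 2.19 in the other lines to 3.60 and 3.49 in the 2 arrays. Feature 22442 rose by 4.06 on the log2 scale (standard error 0.26, limma adjusted p = 9.8e-10). Feature 16163 fell (limma adjusted p = 6.3e-06), from a mean log10 level of 1.60 in the other lines to 0.316 and 0.585, and feature 321 fell (limma adjusted p = 3.5e-08), from 1.40 to 0.356 and 0.706. These levels lie close to the floor of 0.3, so the sizes of both falls, and their rank among the features that fell, are uncertain. Counting the Myb line, features 36552, 22442, 16163 and 321 were called changed in 2, 3, 4 and 1 lines. Feature 16163 also varied among the means of the other lines, with a standard deviation of 0.394 on the log10 scale. The Trp53 line, whose arrays lay on the same slide, had 8 changed features. Between the Myb and Trp53 lines themselves 2481 features differed, or 1506 with a floored variance. Of the TFs that the paper names here, only the Myb line was analysed, and from its count the paper states a substantial shift in the transcriptome (Fig. 1f).

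**Figure D3:**
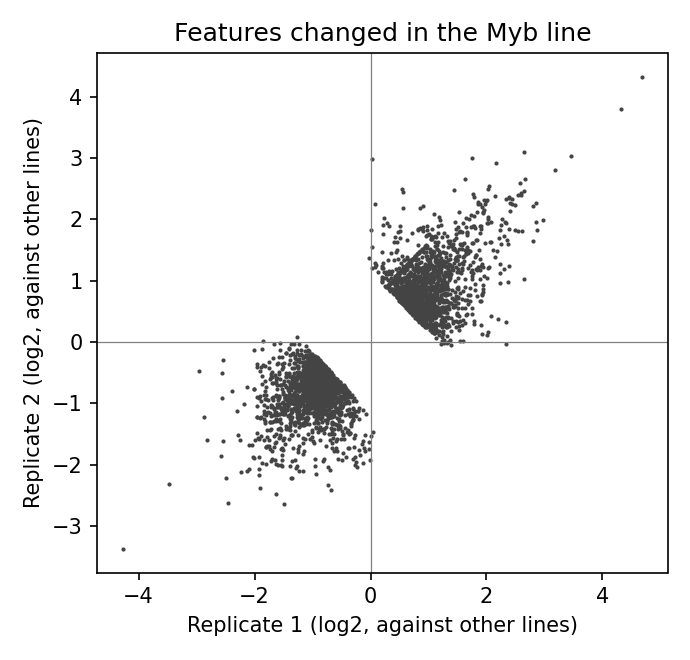
Log2 difference from the other 16 lines in replicate 1 (horizontal axis) and replicate 2 (vertical axis) for the 3221 features changed in the Myb line, 1 point per feature. The correlation across these features, which were chosen for their change, is 0.865.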

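Among the lines with the fewest changed features, Trim28 and Snai3 had 3 each, Trp53 had 8, Zfp281 17, Cphx1 19 and Hoxd1 33. When arrays of different lines were paired as if they were 1 line, 340 such pairs had a 95th percentile of 15.05 changed features and a highest of 348. The Trim28, Snai3 and Trp53 counts lay below that percentile, and 14 lines above it, 5 of these above the highest. Differences between lines widen the spread in such pairs, so fewer features pass in them. Both arrays of a real line also lay on the same slide, so a slide effect they share adds to its count. A count above these values therefore does not tell the induced gene apart from the slide. Trim28 encodes a corepressor of retroelements and Trp53 the tumour suppressor p53. No feature was lower in the Trim28 and Snai3 lines by limma, while 315 and 222 were lower by at least 1.5 fold at an unadjusted p under 0.05. The changed features of these 2 lines were dim, with median log10 levels of 0.478 and 0.460 against 1.76 over all features. The Prdm1 line had 92 changed features, Dmrtc2 93, Pax3 139 and Foxh1 166. In a comparison added after the data were seen, each line was set against lines of slides 1 to 8 or 9 to 13 only. It gave 11 in Trim28, 3 in Snai3, 8 in Trp53, 112 in Zfp281, 67 in Cphx1 and 39 in Hoxd1. In the Prdm1, Dmrtc2, Pax3 and Foxh1 lines it gave 120, 63, 79 and 76. Between the Snai3 and Zfp281 lines, which shared a slide, limma called 0 features, and 635 passed an unadjusted p under 0.05 with at least 1.5 fold.
These counts moved with single arrays. Without replicate 1, the Trp53, Snai3, Zfp281, Cphx1 and Hoxd1 lines had 13, 6, 6, 7 and 9 changed features, and the Prdm1, Dmrtc2, Pax3 and Foxh1 lines had 35, 26, 92 and 103. Without replicate 2, Trp53 and Snai3 had 0, Hoxd1 21, Dmrtc2 5, Pax3 81, Foxh1 52 and Cphx1 894. With a floored variance the Prdm1, Dmrtc2, Pax3 and Foxh1 lines had 27, 3, 48 and 25 changed features, Hoxd1 2 and Cphx1 3, and limma coefficients tested by the ordinary statistic with that variance gave 0 in the Trp53, Trim28 and Zfp281 lines, where 856, 686 and 630 passed an unadjusted p under 0.05 with at least 1.5 fold. Recovery by the limma test without a floored variance was simulated for the Myb line against the other 16 lines, with the spread of these features. That limma test recovered 23.9% of features changed by 1.5 fold, or 50.7% without the fold limit, which such features miss in part by construction. It recovered 62.7% of those changed by 2 fold and 92.4% of those changed by 4 fold. Recovery by the test with a floored variance was not simulated, so these shares do not apply to its counts.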

For most TFs, the number of upregulated genes was comparable to the number of downregulated genes. However, some TFs acted mostly as activators (*Cdkn1a, Hoxb1, Foxn4, Foxh1, Sall2, Nr4a2, E2f1, Pax6*, and *Hoxb4*) and other TFs acted as repressors (*Prdm1, Cphx1, Dmrtc2, Esrrg, Pax3*, and *Tcf15*).

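Of the 11 lines with at least 50 changed features, 7 had neither direction more than 1.5 times as frequent as the other, but this held for 3 of the 11 without the dimmest 25% of features, for 2 with a floored variance, for 4 without replicate 1 and for 5 without replicate 2. Higher and lower features numbered 352 and 461 in the Stra8 line, 404 and 302 in the Lhx1 line, 76 and 113 in the Sry line and 348 and 511 in the Esrrg line. The direction in the Lhx1 line turned to 217 higher and 340 lower without the dimmest 25% of features, 485 and 520 without replicate 2, and 133 and 143 against its slide partner Foxh1, and it was 200 and 79 at 2 fold. The Stra8 line had 478 and 475 without replicate 2, and the Sry line 31 and 30 at 2 fold and 602 and 512 at an unadjusted p under 0.05 and 1.5 fold. In the line of Hoxd1, a homeobox gene, 18 features were higher and 15 lower, with 40% higher without the dimmest features and 439 higher and 460 lower at that unadjusted p and fold. In the line of Zfp281, a zinc finger factor of pluripotent cells, 10 were higher and 7 lower, with 23.5% higher without the dimmest features, and against the lines of slides 9 to 13 alone, a comparison added after the data were seen, 15 were higher and 97 lower. The Lhx1 line had 259 and 325 in that comparison. Features are not independent, so no p-value is given for these divisions. Counts at an unadjusted p, here and below, include features that pass by chance, so their divisions decide no direction.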

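In the line of Cdkn1a, which encodes the cell cycle inhibitor p21, 129 features were higher and 4 lower. So 97.0% of the changed features were higher (exact 95% binomial interval 92.5% to 99.2%, for counting error only). At an unadjusted p under 0.05 and 1.5 fold, 542 were higher and 380 lower. Of the 129, 111 were also higher in the Plac1 line, which is among the lines of slides 9 to 13 used as a reference below. Against the 5 lines of slides 9 to 13 without Plac1, a comparison added after the data were seen, 101 features were higher and 5 lower. In the line of Foxh1, a partner of Smad proteins in nodal signalling, 110 were higher and 56 lower, or 66.3% higher (58.5% to 73.4%), and 51.8% were higher against its slide partner Lhx1. In the Pax3 line 38 were higher and 101 lower, or 27.3% higher (20.1% to 35.5%), with 18 higher and 23 lower at 2 fold and 450 and 528 at an unadjusted p under 0.05 and 1.5 fold. Of the 101, 76 were higher in the Plac1 line and 41 in the Cdkn1a line, which both stand in the Pax3 reference. Against the lines of slides 1 to 8 alone, a comparison added after the data were seen, 29 were higher and 50 lower. In the Esrrg line 40.5% were higher (37.2% to 43.9%, for counting error only), with 47.8% at 2 fold and 33.6% without the dimmest 25% of features. In the line of Prdm1, a repressor in B cells and germ cells, 37 were higher and 55 lower, or 40.2% higher (30.1% to 51.0%), but 60.6% were higher without replicate 2 and 25.7% without replicate 1, and at an unadjusted p under 0.05 and 1.5 fold 573 were higher and 386 lower. The Dmrtc2 line had 51 higher and 42 lower features, or 54.8% higher (44.2% to 65.2%), and 40% of 5 features were higher without replicate 2, and 429 were higher and 479 lower at an unadjusted p under 0.05 and 1.5 fold. The Cphx1 line had 9 higher and 10 lower, with 71.4% of 7 features higher without replicate 1, 8 higher and 7 lower at 2 fold, 393 higher and 501 lower without replicate 2, and 6 higher and 17 lower without the dimmest 25% of features. The Cdkn1a count was 70 without replicate 1, 81 without replicate 2 and 77 with a floored variance, and 41 against the lines of slides 9 to 13 alone.

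**Figure D4:**
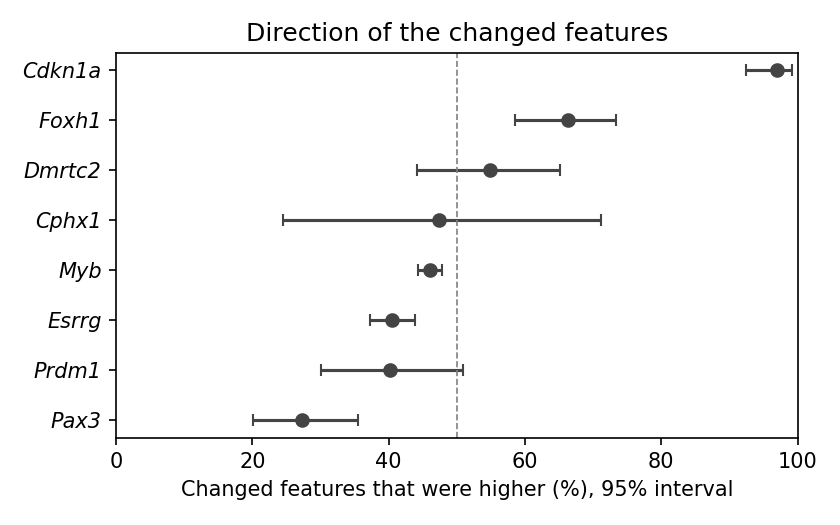
Percent of changed features that were higher in each of 8 lines (points) with the exact 95% binomial interval (bars). The interval counts features as independent, which they are not. The dashed line marks 50%, which the intervals of Dmrtc2, Cphx1 and Prdm1 cross.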

### Association of downstream genes of TFs with tissue-specific expression, gene ontology, and phenotypes

To explore the changes in the expression of downstream genes, we compared our microarray data with three databases: (1) GNF database ver. 3 on tissue-specific gene expression^9^,^10^; (2) Gene Ontology (GO) annotations^11^; and (3) Genetic Association Database (GAD) on gene sets associated with mouse phenotypes^12^. Because the GNF database is quantitative and the other two are qualitative, we used different methods to quantify association: (1) correlation of median-subtracted log-transformed gene expression values^3^, and (2) parametric analysis of gene set enrichment, PAGE^13^ (see Methods).

Comparison with the GNF database showed that the induction of individual TFs shifted the transcriptome toward specific differentiation fates. For example, gene expression change toward neural tissues was observed after induction of *Myt1, St18,* and *Isl1*; toward mesodermal lineages after induction of *Pitx1*, *Pitx2*, *Barhl2*, and *Lmx1a*; toward white blood cells after induction of *Etv2*, *My*b, and *Tbx6*; and toward ovary after induction of *Pitx1, Pitx2*, and *Dmrtc2* (Fig. 2). TFs associated positively with transcriptome changes toward specific lineages often showed a negative association with those toward different cell lineages. For example, effects of *Myt1* correlated positively with neural tissues but negatively with blood lineages (Fig. 2). Validation of the cell-differentiation potential of each TF is beyond the scope of this paper because it requires longer experiments (6–14 days) and is specific for each cell lineage^4^. As an example, however, here we provide information on the capacity of three TFs (*Myt1, Isl1*, and *St18*) to facilitate ESC differentiation towards neural fate. ESC clones with transgenic TFs were cultured in Dox− and Dox+ medium (3 days in α MEM and then 3 days in NeuroCult), and then the proportion of cells with neural progenitor marker PSA-NCAM was quantified by FACS (Canto II, Becton Dickinson). Induction of two TFs, Myt1 and Isl1, (in Dox− condition) resulted in a substantial increase in the proportion of PSA-NCAM(+ ) cells as compared to control (Dox+ condition) (Fig. 3a,b), which confirms that these TFs facilitate neural differentiation. The effect of St18 induction was too weak to score positively; it was somewhat higher than in controls (Dox+ ) for the same clone, but did not differ from controls in other two clones.

Analysis of GO gene sets showed that *Pitx1*, *Pitx2*, and *Barhl2* activated genes associated with collagen and skeleton; *Myt1*, *Hoxc9*, *Fezf2*, *Glis*2, and *Esrrg* activated synapse-related genes; *St18, Isl1, Dlx2, Dlx4. Lhx8,* and *Lmx1a* activated brain- and neuron-related genes; *Sall2* activated voltage gated ion channel-related genes; *Nkx2-3* and *Nkx6-3* activated eye-related genes; *Etv2* and *Pdx1* activated angiogenesis-related genes; *Tbx6* activated somitogenesis genes, *Sry* activated male sex determination genes, and *Lin28* and *Tcfap4* activated interferon-related genes (Table 1, Supplementary Table S1). Some of these associations (e.g., for *Etv2*, *Hoxc9*, *Nkx2-3*, *Pitx1*, *Sry*, and *Tbx6*) were the strongest among all 185 tested TFs. Additional information on the function of manipulated TFs was revealed via analysis of gene sets associated with mammalian phenotypes (GAD database). *Pitx1*, *Pitx2*, *Barhl2*, *Foxn4,* and *Hoxb1* activated skeleton-related genes; *Msx1* activated muscle and synapse-related genes; *Tbx6* activated chorion and heart-related genes; and *Dlx2*, *Lhx8,* and *Pdx1* activated ear-related genes (Table 1, Supplementary Table S2).

### Predicting direct targets regulated by TFs from gene expression change and TF binding

We tested whether genes upregulated after induction of TFs were enriched in the binding of TFs to promoters and/or enhancers, if such information on genome-wide binding (ChIP-seq) was available in the GEO database. Statistically significant enrichment (PAGE method) was detected for four TFs: *Etv2, Pitx1, Isl1*, and *Dlx2*, out of ten tested TFs (Fig. 3c). We used ChIP-seq data from mouse *Etv2*^14^, *Pitx1*^15^, *Isl1*^16^, and human *DLX2*^17^, because there was no ChIP-seq data on mouse *Dlx2*. The other six TFs tested (*Fezf2, Hoxc9, Msx1, Myb, Pitx2*, and *Prdm1*) did not show significant enrichment.

Target genes regulated by *Etv2, Pitx1, Isl1*, and *Dlx2* were identified using the method of Expected Proportion of False Positives (EPFP ≤  0.5, change ≥ 1.5 fold) (Supplementary Table S3)^18^. The largest set of regulated targets (*N* =  190) was found for *Etv2*; it was enriched in angiogenesis-related genes (GO:0001525), heart tube development-related genes (GO:0035050), and embryonic hemopoiesis-related genes (GO:0035162) (Supplementary Table S3). Regulated targets of *Dlx2* (*N *=  164) were enriched in genes associated with pituitary gland (GO:0021983), odontogenesis (GO:0042476), neurogenesis (for example, GO:0030182), and skeletal system (GO:0001501).

## Discussion

Systematic induction of individual TFs in undifferentiated ESCs followed by global gene expression profiling yields a useful resource for cell and molecular biology. It can identify TFs functioning upstream of any given gene, predict functional roles of TFs in cell differentiation, and select genes for potential application in gene therapy and regenerative medicine^2^,^3^. Correlation matrices of gene expression profiles between TF-induced ESCs and various tissues/organs can also provide candidate TFs, whose overexpression can induce the differentiation of ESCs into specific cell types, as we have shown in a proof of concept^4^. Further mining of the microarray results reported here as well as additional experiments with the ES cell lines and their derivatives could yield further insight into gene regulatory networks.

Previously published research provides a positive control for our bioinformatics-based functional analysis of gene expression change after induction of 48 transgenic TFs. For example, functions of *Myt1, St18,* and *Isl1* in neural tissues has been described^19^,^20^,^21^. TFs *Pitx1* and *Pitx2* are known to be involved in limb development^22^, consistent with our analysis of their downstream effects associated with mesoderm lineages. Roles of *Etv2* in angiogenesis is consistent between our analysis and published research^14^,^23^. Association of Myb with thymocytes has also been described^24^.

By contrast, the effects of some TFs were not anticipated. For example, *Barhl2* is known to function in the brain and spinal cord^25^,^26^, but in our data, the induction of *Barhl2* in mouse ES cells gave non-neural effects similar to *Pitx1* and *Pitx2*. As another example, *Tbx6*, which is known to determine neural and cardiac cell fate^27^, rather resulted in gene expression profiles trending toward macrophages (although GO annotations confirmed cardiac tendency as well). These discrepancies may point to additional unexplored functions of the TFs studied. Alternatively, or in addition, however, some effects observed in our experiments could be artifacts associated with the ectopic induction of TFs in the unusual context of ESC cultures in the medium employed. Thus, the unexpected results are both a caveat and a possible indication of new information.

Enrichment of TF binding in genes upregulated after the induction of *Etv2, Pitx1, Isl1*, and *Dlx2* is in accord with the expectation that downstream effects of TFs are likely to be mediated by TF binding to promoters and enhancers of their targets, which is the primary mechanism of their regulatory function. However, we cannot rule out additional effects of TFs, such as binding to other signaling molecules, protein modification, remodeling of chromatin, or indirect effects caused by an initial rapid activation of another TF(s) followed by a cascade of further gene activation.

In general, the preliminary analyses reported here provide indications that the collection of mouse ES cell lines reported here can be a starting point for more extensive attempts to form lineages and even tissues *in vitro*. As an example, we confirmed the capacity of Myt1 and Isl1 to enhance neural differentiation of ESCs. All transgenic ESC lines are freely available to the research community as a resource. Similar experiments for more regulatory genes (ideally for all TFs, signaling proteins, and non-coding RNA) should give increasingly complete information about selective gene regulation in mammalian systems. The approach can be further expanded via altering culture conditions, possibly including growth factors, or even the activation of multiple TFs simultaneously.

## Experimental Procedures

### Cell culture and microarray hybridization

ESC lines carrying a tetracycline-regulatable TF were derived from MC1 (129.3) cell line, which was obtained from the expanded frozen stock at Johns Hopkins University, as described previously^2^,^3^. ESCs of passage 25 were cultured in the standard LIF+ medium with added Dox+ on a gelatin-coated dish through the experiments. Cells from each cell line were split into six wells and the media was changed 24 hours after cell plating: three wells with Dox+ medium, and three wells with Dox− medium to induce transgenic TFs. Dox was removed via washing three times with PBS at three-hour intervals. The proportion of Venus-p;ositive cells was evaluated by FACS (Canto II, Becton Dickinson). Total RNA was isolated by TRIzol (Invitrogen) after 48 hours, and two replications were used for microarray hybridization. RNA samples were labeled with total RNA by Low RNA Input Fluorescent Linear Amplification Kit (Agilent). We hybridized Cy3-CTP labeled sample from Dox− medium together with Cy5-CTP labeled sample from Dox+ medium (i.e., control) to the NIA Mouse 44K Microarray v3.0 (Agilent, design ID 015087)^28^. Slides were scanned with Agilent DNA Microarray Scanner. All DNA Microarray data are available in Table S2, at GEO/NCBI (http://www.ncbi.nlm.nih.gov/geo; GSE72350), and at NIA Array Analysis, http://lgsun.grc.nia.nih.gov/ANOVA^29^.

### Neural differentiation of ESCs

For neural differentiation we used α MEM medium for 3 days followed by 3 days in the neuron-specific cell culture media: NeuroCult(TM) Differentiation Kit. NeuroCult(TM) NSC Basal Medium (Mouse), 450 mL (Catalog #05700), NeuroCult(TM) NSC Differentiation Supplements (Mouse), 50 mL (Catalog #05703). Differentiated cells were examined by flow cytometric analysis: after harvesting cells were stained with APC-conjugated PSA-NCAM antibody MoAb (Millteny Biotec) and then subjected to analysis by FACS Canto II (Becton Dickinson).

### Statistical analysis of gene expression data

Microarray data was log-transformed (log10) and normalized by feature intensity in control cells (Dox+ , no induction of TFs): *x*′ _*i*_ =  *x*_*i*_−*c*_*i*_ +  Median(*c*_*i*_), where *x*_*i*_ and *c*_*i*_ are log-transformed feature intensities in Dox− and Dox+ , respectively, in the array *i*. To combine new data with previous microarray results, we used batch normalization based on the median expression value of each gene. For statistical analysis, we used ExAtlas, which estimates the False Discovery Rate (FDR), to account for multiple hypothesis testing^30^. The response of genes to the induction of TFs was measured as a logratio (i.e., difference between means of logtransformed intensities) between manipulated (Dox− ) and control (Dox+ ) cells. We considered gene expression change as significant if logratio was significantly different from zero (FDR ≤  0.05) and the change of expression was ≥ 1.5 fold.

Correlation of gene expression changes induced by TF manipulation (i.e., logratio of Dox− vs. Dox+ ) versus tissue-specific gene expression in the GNF database (i.e., logratio of each tissue vs. median) was evaluated using ExAtlas^30^. The correlation analysis was done using 15,709 genes that were significant in both data sets. Criteria of significance for the GNF database were FDR ≤  0.05 and change ≥ 2 fold, which is higher than the 1.5 fold threshold used for our data on TF manipulation because the magnitude of gene expression difference between adult tissues was much greater than the magnitude of gene expression change after the induction of TFs. It was sorted first with hierarchical clustering, and then sorted manually.

Comparison of gene expression changes induced by TF manipulation with functionally annotated gene sets (i.e., GO, GAD, and sets of TF targets) was done using Parametric Analysis of Gene set Enrichment, PAGE^13^, implemented in ExAtlas^30^. PAGE was applied separately to upregulated genes (25% top genes sorted by logratio of Dox− vs. Dox+ ) and downregulated genes (25% bottom genes sorted by logratio). Sets of genes bound by TFs were identified from published ChIP-seq data for *Etv2* (GSM1436364, GSM1436365, GSM1436367, GSM1436367); *Pitx1* (GSM1019784, GSM1019786); *Isl1* (GSM782848, GSM928985, GSM928986); *Fezf2* (GSM1135048-GSM113504); *Hoxc9* (GSM766060, GSM766061); *Msx1* (GSM657516); *Myb* (GSM912903); *Pitx2* (GSM1162577); *Prdm1* (GSM1616574, GSM1616575); and *Dlx2* (GSM1208724). Peak coordinates were downloaded from the GEO database or from supplements to publications^31^,^32^. For some TFs, we filtered out peaks with low scores (< 100 for *Hoxc9*, <60 for *Pitx1*, <8 for *Pitx2*). If multiple samples were available, we used only matching peaks in at least three samples for Etv2 or two samples for other TFs. ChIP-seq peaks were annotated based on genomic coordinates of RefSeq and ENSEMBL transcripts downloaded from the UCSC database (http://genome.ucsc.edu). Transcripts were scored based on gene symbol (valid symbols were assigned a score of 3, whereas clones and predicted genes were assigned a score of 1) divided by distance from the peak to the transcription start site, TSS (distances < 1Kb were counted as 1Kb). Each peak was associated with one or two highest-score transcripts, and the second transcript was included if its score was >25% of the highest score. TF binding within 0.5 Kb from TSS was classified as a promoter, and binding within 0.5–50 Kb from TSS was classified as an enhancer.

## Additional Information

**How to cite this article**: Yamamizu, K. *et al.* Generation and gene expression profiling of 48 transcription-factor-inducible mouse embryonic stem cell lines. *Sci. Rep.* **6**, 25667; doi: 10.1038/srep25667 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

## Figures and Tables

**Figure 1:**
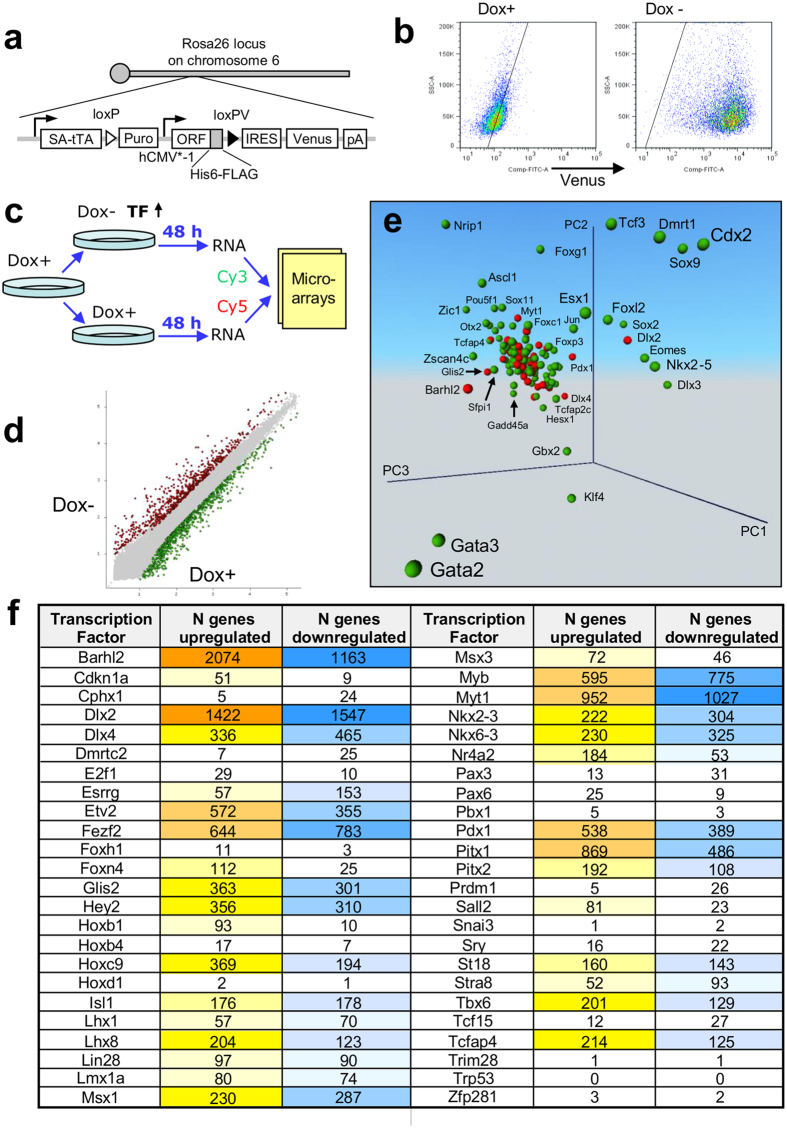
Induction of transcription factors (TFs) and its effect on the transcriptome. (**a**) Vector carrying a tetracycline-inducible (Tet-Off) transgenic TF was integrated into stably expressed Rosa26 locus in the genome. (**b**) Proportion of Venus-positive cells was evaluated by FACS (*Dlx4* clone). (**c**) Scheme of experiment: To activate the transgenic TF, Dox was removed from the media. Forty-eight hours later, RNA was collected from manipulated cells, and gene expression was quantified with microarrays via comparison with control cells that were continuously cultured in Dox+ conditions. (**d**) Example of a scatterplot comparing gene expression profiles with or without Dox for *Dlx2* induction. (**e**) Principal Component Analysis (PCA) of gene expression change in ES cells after induction of transcription factors; red – 48 new TFs analyzed in this paper; green – 137 TFs analyzed before^3^. Analysis is based on genes with significant change of expression (FDR ≤  0.05, change ≥ 1.5 fold). (**f**) Number of genes with significant change of their expression after the induction of individual transcription factors.

**Figure 2:**
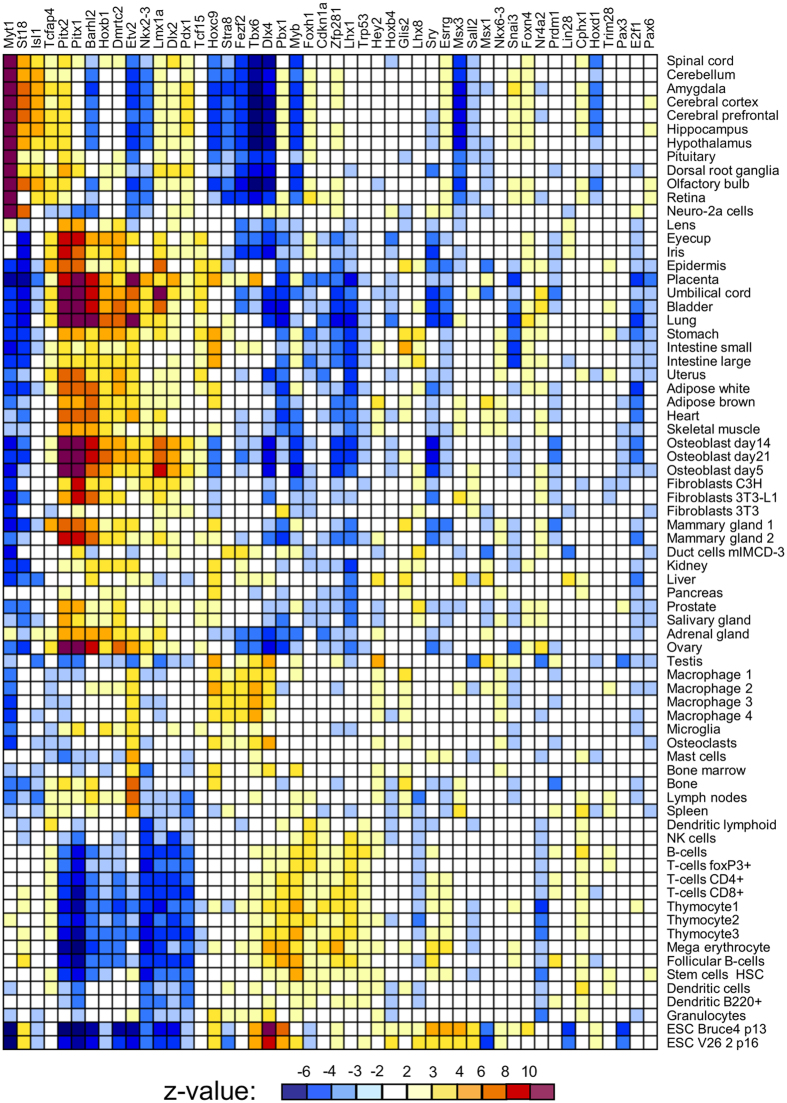
Correlation of gene expression response to the induction of transcription factors (this study) with tissue-specific gene expression from the GNF ver. 3 database; color shows z-value for correlation significance, white = non-significant correlation (z < 2).

**Figure 3:**
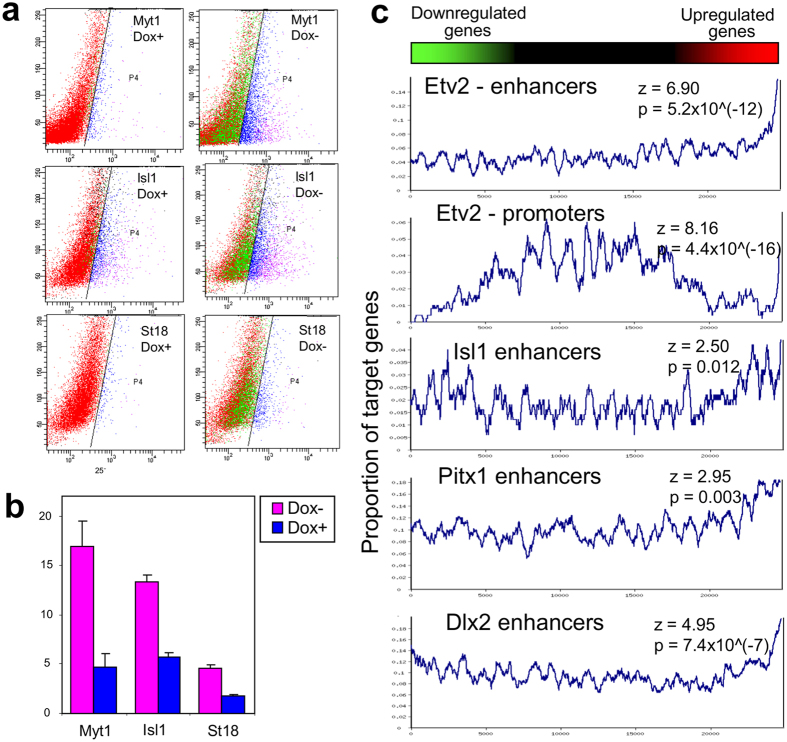
Validation of the capacity of TFs to facilitate ESC differentiation and activate target genes. (**a**) Analysis of the proportion of cells with neural-progenitor marker PSA-NCAM after induction of three TFs (Myt1, Isl1, and St18) for 6 days (3 days in α MEM abd 3 days in neuroCult) by FACS analysis; TFs were induced in Dox− conditions, whereas cells cultured in Dox+ conditions were used as control. (**b**) Average proportion of PSA-NCAM-positive cells after induction of three TFs in three replications. (**c**) Rank plot analysis for enrichment of target genes bound by transcription factors (TFs) in promoters (0–0.5 Kb from TSS) or enhancers (0.5–50 Kb from TSS) among genes upregulated after induction of these TFs. Genes were sorted by expression changes and then the proportion of target genes was estimated in a sliding window of 300 genes. Statistical significance was evaluated using PAGE^13^.

**Table 1:** Summary table for the parametric analysis of gene set enrichment, PAGE^13^, for genes upregulated after induction of individual transcription factors*.

TF	Gene Ontology (GO)	Genetic Association Database (GAD)
Barhl2	Collagen, skeleton	Skeleton, aorta, limb
Dlx2	Neuron, ear, limb	Ear, limb, jaw
Dlx4	Gap junction, brain	Brain
E2f1	Chorion, neuropeptide	
Esrrg	Epithelium, synapse, estrogen	
Etv2	Angiogenesis, lymph vessel, heart	Embryo growth, aorta, neural crest
Fezf2	Neuron apoptosis, synapse	Brain, olfactory bulb, synapse
Foxn4	Brain, limb	Skeleton, vertebra
Glis2	Interferon, synapse	
Hey2	Symporter activity, interferon	Inflammation
Hoxb1	Skeleton, spinal cord	Neurogenesis, skeleton
Hoxb4	Pituitary	
Hoxc9	Synapse	Synapse, Purkinje cells
Isl1	Limb, sympathetic system	Limb, sympathetic ganglion
Lhx8	Ear, neuron	Ear, hippocampus, hypothalamus, hair
Lin28	Interferon	
Lmx1a	Brain, sympathetic system	Brain, cerebellum
Msx1	Retina, adrenal gland	Muscle, synapse
Msx3		Muscle, synapse
Myb	Germ cells	Myogenesis
Myt1	Heart, synapse, myelin	Nervous system
Nkx2-3	Eye, cytolysis	Eye
Nkx6-3	Eye	Lens, forebrain
Pax6	Calcium, face, renal system	Liver, ovary
Pdx1	Angiogenesis, brain	Ear, telencephalon
Pitx1	Collagen, skeleton, muscle, skin	Skeleton, teeth, ovary
Pitx2	Collagen, extracellular matrix, insulin	Skeleton, teeth, ovary
Sall2	Voltage gated ion channel	
Sry	Male sex determination	
St18	Hippocampus	
Tbx6	Somitogenesis, brain, heart	Chorion, heart
Tcfap4	Interferon, brain	Skin

^*^See Supplementary Tables S1 and S2 for details and statistics.

# Supplementary material for: Generation and gene expression profiling of 48 transcription-factor-inducible mouse embryonic stem cell lines
**Source:** Sci Rep. 2016 May 6;6:25667. doi: 10.1038/srep25667
**Supplement:** Supplementary Information

**Supplementary Data**

**Generation and gene expression profiling of 48 transcription-factor-inducible mouse embryonic stem cell lines**

Short title: Systematic induction of transcription factors in mouse ES cells

Kohei Yamamizu1, Alexei A. Sharov1,Yulan Piao1,Misa Amano1, Hong Yu1,Akira Nishiyama, Dawood B. Dudekula1, David Schlessinger1, and Minoru S.H. Ko1,2,*

**Supplementary Table S1.** Parametric analysis of gene set enrichment, PAGE, for genes upregulated after induction of individual transcription factors and Gene Ontology (GO).

**Supplementary Table S2.** Parametric analysis of gene set enrichment, PAGE, for genes upregulated after induction of individual transcription factors and Genetic Association Database (GAD).

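The table gives, for 4 TFs, genes that have a published binding site of the TF in their promoter or enhancer and that rose after its induction in ESCs, with an estimate of the expected proportion of false positives (EPFP) for each gene. The copy of the paper's table used here holds 188 targets of Etv2, 39 of Pitx1, 30 of Isl1 and 162 of Dlx2, while the paper's text gives 190 for Etv2 and 164 for Dlx2. Its logratio column is on the log10 scale, since 10 raised to the logratio lies within 1% of the fold change for every gene of the 4 lists. The lines of these TFs were not analysed here.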

**Supplementary Table S3.** Targets of four transcription factors (TFs) upregulated after induction of these TFs. Information on the binding of TFs (ChIP-seq) was taken from GEO database (see Experimental Procedures). Regulated targets were identified using the following criteria: EPFP  0.5, and expression change  1.5 fold.

How the deposited data were processed for this re-analysis (not part of the article)

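Gene expression was measured with 2-colour Agilent arrays in 17 mouse ESC lines, 2 arrays per line, after 48 h without Dox. The authors deposited 1 table of log10 values, made as their methods describe by subtracting the Dox+ log intensity of the same array from the Dox- log intensity and adding the median Dox+ level of the feature. Background correction, the floor of 0.3 and any filter are not given in the sources used here. The deposited values have no control column and no gene names. They were multiplied to the log2 scale for testing, and nothing else was done to them in the reported results. The lowest correlation between deviations of arrays of different lines was -0.322, and the direction was kept because the methods state the dyes.

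The design had been fixed before the data were examined for log ratios against 0 per gene. As the design allowed for, each line was instead compared with the mean of the other 16 lines, per feature, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, all 34 arrays, 1 coefficient per line, Benjamini-Hochberg adjustment over 42006 features). The threshold was an adjusted p of at most 0.05 and at least 1.5 fold. The planned checks of the induced gene, the gene lists, the change common to all lines and the relation of induction to response need gene names or a control column and were not run. The 2 highest and 2 lowest features of the Myb line were named by the planned rule, largest log2 fold change among changed features with the same sign in both arrays, shortened to 4 because the files do not pair features with genes. Figures were drawn with matplotlib 3.10.9.

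No arrays held identical values. Replicate numbers did not pair the arrays: over 136 pairs of lines, the median correlation of the difference between replicates 1 and 2 was 0.00779, and 8 pairs were above 0.1. The test was tried on simulated data with 200 changed features, where 8 unchanged features were called in the simulated line. Alternatives fixed beforehand were centring of arrays, a 2-fold threshold, a fit on the line's own arrays, a floored variance, a replicate block, leaving out each array, leaving out the dimmest 25% of features and comparison with the slide partner. Added after the data were seen were comparisons within slides 1 to 8 and 9 to 13, comparison with the median of the lines, an intensity trend and a reference without the Cdkn1a and Plac1 lines. The boundary between slides 8 and 9 was picked from 10 boundaries. In the test of random divisions of the lines, 1 drawing repeated the real division; it was first counted as another division, and the rule that such a drawing is replaced was set after that count had been seen. Precision is limited by 2 arrays per line, by a single dye orientation and by the slides, since 9 lines shared theirs with no other analysed line.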

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

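The tests of slide sets, dim features and neighbouring slides were chosen after the results were seen; the test with references made of different lines was set before its result.

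The Plac1 line, which the paper does not report, had 908 changed features, 824 higher and 84 lower, and 774 of them differed by at least 1.5 fold in both arrays. The count was 585 without replicate 1 and 654 without replicate 2. Against the other lines of slides 9 to 13 alone, 686 features changed, so a difference between slides 1 to 8 and 9 to 13 is not the whole of it. Features in the dimmest 25% made up 15.6% of the changed ones, which argues against noise of dim features. No other of the 17 lines lay on the slide of the Plac1 arrays. Effects of that slide, or of a single culture of the line, therefore cannot be told apart from a response to Plac1, a placental gene.

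Of the 129 features higher in the Cdkn1a line, 111 were also higher in the Plac1 line, where independent lists would share 2.53. The paper does not report this. Lists of other lines were not independent either, with 300 features lower in Myb and higher in Plac1 against 34.1, though 7 were higher in both Myb and Lhx1 against 14.3. Of 1202 features changed in 2 or more lines, 946 changed in both directions. So 2.53 may be too low a baseline for the Cdkn1a and Plac1 lines. Both lines were compared with the same other lines, but the covariance across features was 0.0129 against -0.00314 in simulation, and with references made of different lines 125 and 147 features were higher in both. Simulated unchanged lines had 0.0676 called features per line on average, so their overlap of 0 decides nothing. A difference between slide sets is argued against by the other 5 lines of slides 9 to 13, whose highest median over these features was 0.27 on the log2 scale, against 0.81 in Cdkn1a and 1.27 in Plac1; 83 of the 111 were higher in both lines against those 5 lines alone, and 33 when each line also stood in the other's reference. The 2 lines lie on slides with neighbouring numbers among the 13 used here, and no other analysed line lay on them. Their profiles had a correlation of 0.177 across features. Over 19 other pairs on slides with neighbouring numbers, the mean was -0.00924 and the highest 0.184. An effect of these slides therefore cannot be told apart from the induced genes. A response that both transgenes share may be a candidate explanation and was not tested.

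Lines on the same slide differed in 3 of 4 pairs by limma: 2481 features between Myb and Trp53, 276 between Lhx1 and Foxh1 and 132 between Hoxd1 and Pax3. With a floored variance these pairs had 1506, 15 and 10. Leaving out 1 array gave 89 to 523 features for Lhx1 and Foxh1, the lowest without Foxh1 replicate 2 and the highest without Lhx1 replicate 2, with 112 without Lhx1 replicate 1 and 142 without Foxh1 replicate 1. For Hoxd1 and Pax3 it gave 47 without Pax3 replicate 2, 57 without Hoxd1 replicate 1 and 86 without Pax3 replicate 1.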

How the results depend on the processing

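The comparisons within slide sets, with the median of the lines, with an intensity trend and with a reference without the Cdkn1a and Plac1 lines were added after the data were seen. Centring of arrays changed no count by over 1.5 times. The replicate block gave 3250 changed features in the Myb line and changed no count by over 1.5 times. A limma fit on the line's own 2 arrays gave 0 features in each line and, on the 4 arrays of a slide, 0 in each slide pair, with 855 to 3027 features per line and 778 to 3532 per pair passing an unadjusted p under 0.05 and 1.5 fold. The table gives no background signal, so signal over background is not known here. Gene-list, induction and common-change alternatives were not run, since they need gene names or controls. The cause was not tested in any case below, except that a stricter fold threshold reduces calls by construction. With centred arrays, percent higher was Stra8 39.1. With a 2-fold threshold, changed features numbered Stra8 310, Myb 1080, Dmrtc2 25, Hoxd1 18, Pax3 41, Esrrg 272, Sry 61, Lhx1 279, Foxh1 83, Prdm1 52, Zfp281 7, Cdkn1a 25 and Plac1 433. Percent higher was Myb 51.3, Pax3 43.9, Cphx1 53.3, Esrrg 47.8, Sry 50.8, Lhx1 71.7, Zfp281 100 and Plac1 92.8. Slide pairs gave Myb/Trp53 953, Hoxd1/Pax3 37 and Lhx1/Foxh1 88. With a floored variance, changed features numbered Stra8 536, Trp53 0, Trim28 0, Dmrtc2 3, Hoxd1 2, Pax3 48, Cphx1 3, Esrrg 288, Sry 31, Lhx1 130, Foxh1 25, Prdm1 27, Zfp281 0 and Cdkn1a 77. Percent higher was Stra8 39, Dmrtc2 66.7, Hoxd1 100, Sry 32.3, Foxh1 76, Prdm1 29.6, Cdkn1a 100 and Plac1 94.8. Slide pairs gave Myb/Trp53 1506, Hoxd1/Pax3 10 and Lhx1/Foxh1 15. Without the dimmest 25% of features, changed features numbered Trim28 0 and Snai3 0. Percent higher was Stra8 34, Myb 42.3, Hoxd1 40, Esrrg 33.6, Sry 27.2, Lhx1 39, Foxh1 53, Prdm1 21.7 and Zfp281 23.5. Slide pairs gave Snai3/Zfp281 3. Against the slide partner, changed features numbered Trp53 2481, Hoxd1 132, Lhx1 276, Foxh1 276, Snai3 0 and Zfp281 0. Percent higher was Hoxd1 72, Lhx1 48.2 and Foxh1 51.8. Within slide sets, changed features numbered Trim28 11, Pax3 79, Cphx1 67, Foxh1 76, Zfp281 112 and Cdkn1a 41. Percent higher was Dmrtc2 71.4, Pax3 36.7, Cphx1 52.2, Lhx1 44.3, Foxh1 73.7, Prdm1 29.2, Zfp281 13.4 and Plac1 94.5. Against the median of the lines, changed features numbered Trp53 13, Snai3 9 and Zfp281 29. Percent higher was Stra8 47.5 and Sry 47.7. With an intensity trend, changed features numbered Trim28 0 and Zfp281 29. Slide pairs gave Snai3/Zfp281 4. Without replicate 1 or replicate 2, the lone array being assumed to vary like the other lines, changed features ranged: Stra8 537 to 953, Trp53 0 to 13, Dmrtc2 5 to 26, Hoxd1 9 to 21, Pax3 81 to 92, Cphx1 7 to 894, Esrrg 363 to 2128, Sry 68 to 121, Lhx1 270 to 1005, Foxh1 52 to 103, Prdm1 35 to 94, Snai3 0 to 6, Zfp281 6 to 13, Cdkn1a 70 to 81 and Plac1 585 to 654. Percent higher ranged: Stra8 44.9 to 50.2, Myb 48.3 to 48.3, Dmrtc2 40 to 57.7, Hoxd1 52.4 to 77.8, Pax3 32.1 to 38, Cphx1 44 to 71.4, Esrrg 46.8 to 48.5, Lhx1 48.3 to 70, Prdm1 25.7 to 60.6, Zfp281 53.8 to 100, Cdkn1a 87.7 to 98.6 and Plac1 94.3 to 94.4. Slide pairs ranged: Hoxd1/Pax3 47 to 91, Lhx1/Foxh1 89 to 523 and Snai3/Zfp281 0 to 3. The root mean square log2 of the Snai3 line was 0.15 without the dimmest 25% of features and 0.21 against the mean of all lines.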

Differences from the paper's values

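The values of Fig. 1f are counts of genes against each line's own Dox+ control, and those here are counts of features against the other lines, at the same thresholds of adjusted p and fold, so the units and the reference differ. The count was more than 1.5 times apart in 14 of 16 lines of Fig. 1f. The values of Fig. 1f below were read by eye. The Stra8 line had 813 features against the paper's about 150 genes (under no alternative within 1.5 times). The Myb line had 3221 features against the paper's about 1400 genes (within 1.5 times under a 2-fold threshold). The Trp53 line had 8 features against the paper's about 0 genes (within 1.5 times under own arrays only (which called 0 features in every line, so this match was fixed in advance), a floored variance and leaving out replicate 2). The Dmrtc2 line had 93 features against the paper's about 32 genes (within 1.5 times under a 2-fold threshold and leaving out replicate 1). The Hoxd1 line had 33 features against the paper's about 3 genes (within 1.5 times under a floored variance). The Pax3 line had 139 features against the paper's about 44 genes (within 1.5 times under a 2-fold threshold and a floored variance). The Cphx1 line had 19 features against the paper's about 29 genes (within 1.5 times under the filter on dim features). The Esrrg line had 859 features against the paper's about 210 genes (within 1.5 times under a 2-fold threshold and a floored variance). The Sry line had 189 features against the paper's about 38 genes (within 1.5 times under a floored variance). The Lhx1 line had 706 features against the paper's about 130 genes (within 1.5 times under a floored variance). The Foxh1 line had 166 features against the paper's about 14 genes (under no alternative within 1.5 times). The Prdm1 line had 92 features against the paper's about 31 genes (within 1.5 times under a floored variance and leaving out replicate 1). The Zfp281 line had 17 features against the paper's about 5 genes (within 1.5 times under a 2-fold threshold and leaving out replicate 1). The Cdkn1a line had 133 features against the paper's about 60 genes (within 1.5 times under a floored variance, leaving out replicate 1 and leaving out replicate 2). The other alternatives fixed before the data were examined stayed more than 1.5 times apart. Of the comparisons chosen after seeing the values, the intensity trend gave 27 features in the Cphx1 line. The lines of slides 9 to 13 alone gave 41 in the Cdkn1a line. Both lay within 1.5 times of the paper's counts. Which of the paper's genes they drop could not be counted without gene names. The lines of slides 9 to 13 include Plac1, where 111 of the 129 features higher in the Cdkn1a line were also higher. Against the 5 lines of slides 9 to 13 without Plac1, the Cdkn1a line had 101 higher and 5 lower features, more than 1.5 times the paper's about 60 genes. 

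Of the 11 lines here for which the paper's count is below 50, 6 had fewer than 50 changed features and Dmrtc2, Pax3, Sry, Foxh1 and Prdm1 had 93, 139, 189, 166 and 92. The paper counts Dmrtc2 and Cphx1 among the repressors. Here 51 features were higher and 42 lower in the Dmrtc2 line, and 9 and 10 in the Cphx1 line. In the Cphx1 line 6 were higher and 17 lower without the dimmest 25% of features, which is the paper's direction. Both lines also had more lower features without replicate 2. The other way lay the Cphx1 line with 8 and 7 at 2 fold, and both lines without replicate 1. Leaving out a replicate leaves 1 array in the line, so these turns decide no direction. In the Cphx1 line, replicate 1 deviated more from the other lines, with a root mean square log2 of 0.42 against 0.30 in replicate 2. Within slide sets, a comparison chosen after seeing the values, the Cphx1 line had 35 and 32 and the Dmrtc2 line 45 and 18. The Cdkn1a and Foxh1 lines had more higher features and the Prdm1, Esrrg and Pax3 lines more lower ones, which is the paper's direction. Some of these majorities were small under other settings. The Foxh1 line had 70 higher and 62 lower without the dimmest 25% of features and 143 and 133 against its slide partner, but 59 and 24 at 2 fold. At 2 fold the Esrrg line had 130 higher and 142 lower and the Pax3 line 18 and 23. Without the dimmest 25% of features these 2 lines had 284 and 561, and 35 and 109. The direction in the Prdm1 line turned without replicate 2, and it had 573 higher and 386 lower at an unadjusted p under 0.05 and 1.5 fold. At that unadjusted p and fold the Dmrtc2 line had 429 higher and 479 lower and the Cphx1 line 568 and 654. These unadjusted counts, that of the Prdm1 line included, are drawn from 42006 features. Many can pass by chance, so their division decides no direction. The Dmrtc2 features left without replicate 2 are too few to decide it either. In the paper's Table S3, 6 of 188 targets of Etv2 carry a fold change below the stated limit of 1.5, the lowest 1.43, and none of the other 3 lists does. The paper's text gives 190 targets of Etv2 and 164 of Dlx2, and the copy of the table used here holds 188 and 162.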

Other observations

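The tests of random divisions, of dim features and of a reference without the Cdkn1a and Plac1 lines were chosen or altered after results were seen; the test of random slide orders was set before its result.

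Features chosen as high in the Cdkn1a and Plac1 lines are shifted downward in each other line by construction, since these 2 lines stand in its reference: with no change, the 111 features would have a median log2 difference of -0.13. Against the 14 lines without Cdkn1a and Plac1, a comparison added after the medians were seen, the median was -0.79 in the Myb line, where 87 of them were lower by limma, -0.40 in the Pax3 line, where 21 were, and -0.29 in the Sry line, where 1 was. In the Trp53 and Hoxd1 lines, on the same slides as Myb and Pax3, the medians were 0.10 and 0.09. Against all other lines, the medians in the Myb, Pax3 and Sry lines were -0.93, -0.53 and -0.42. The 111 features had a median log10 level of 2.19 against 1.76 over all features.

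Of 5736 features changed in at least 1 line, 4534 passed the thresholds in 1 line; whether such a line differs from each other line was tested only between lines on 1 slide.

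Between the 10 lines of slides 1 to 8 and the 7 lines of slides 9 to 13, 70 features differed by limma on line means at the same thresholds, 52 higher and 18 lower on slides 9 to 13. The real division was the only 1 of 100 divisions of single lines to reach 70, with 1 the highest of the others, but those divisions part lines that share a slide, and the boundary had been picked as the largest of 10. With whole slides in random order and the largest of the 10 boundaries taken each time, the highest of the other orders gave 45 features, and 1 of 100 orders, the real one, reached 70. On this wider test chance, and the choice of the boundary, can be excluded as the whole cause at a share under 0.05. Of the 70 features 98.6% lay below the median level, which is consistent with shifts of dim features between the slide sets. No biological explanation was tested, since the slide sets hold different induced genes.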
